A study of Arabidopsis thaliana with 12 samples.

How the data were processed

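The data were gene expression values from 12 libraries of Arabidopsis thaliana seedlings: 3 libraries each of WT (accession Col-0), 2 independently made trb45 lines and the trb123 triple mutant. Per the labels' protocols, plates with 1% sucrose were kept cold (4 °C) and dark for 2 days, seedlings then had 16 h of light and 8 h of darkness at 23 °C, and polyA RNA from seedlings aged 7 days went into stranded DNBSEQ mRNA libraries. Groups and replicate numbers came from the labels.

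The deposited values are FPKM, that is fragments per kilobase of gene, scaled to the total fragments of the library, and the authors rounded them to 2 decimals. Neither the labels nor the header names an aligner, a counting program, a genome build, a gene annotation or a rule for which genes were listed. The deposited file holds 4 tables side by side, 1 per group, each with its own gene list. WT and trb123 share a list of 21036 gene IDs, line 1 has 20406 and line 2 has 20420. Between 178 and 183 IDs per table appear on a second line with identical values, and each was used once. The 61165 cells of line 1 that hold a decimal carry a comma, which was read as a point. The tables were joined by gene ID, which left 20114 genes listed for every group. A gene's absence from a table says only that it is not listed there. All columns of values were used.

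Depth was inferred from the FPKM values. For genes with few fragments the values lie on steps of 1 fragment divided by gene length, and the depth that best placed 350 to 594 low values per library on such steps was taken. It put 83.8% to 87.2% of those values within 0.25 of a whole fragment number, with a score of 11.9 to 16.8 against 1.43 to 2.63 when gene lengths were shuffled. Depths ranged from 22558500 to 24303300 fragments. On 3 simulated libraries of 10752 genes the step fit missed the true depth by at most 0.129%. Gene lengths came from the reference and not from the authors, so whole fragment numbers were not recovered for each gene and no count test was run.

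Fold changes are differences of log2(FPKM + 1). The pseudocount of 1 understates the change of genes with low values. The 18700 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), with 1 fit of 4 group means over all 12 libraries, so that the groups share an estimate of the spread. Adjusted p-values are those of limma after Benjamini-Hochberg adjustment within a comparison, and a gene is called when its adjusted p is under 0.05. The 6 comparisons were each trb45 line against WT, both lines averaged against WT, trb123 against WT, both trb45 lines against trb123, and line 1 against line 2. For the TRB genes an exact two-sided permutation test on log2(FPKM + 1) was added. With 3 libraries against 3 it cannot give a p below 0.1.

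The same code was tested on simulated data. In simulated values of 18700 genes with the real spread and 200 changed genes, the comparison of both lines with WT recovered 52.2% of changes of 0.5 on the log2 scale, 95.5% of changes of 1 and 100% of changes of 2, with 17 false calls. For 1 line against WT the shares were 25.4%, 95.5% and 100%, with 16 false calls. In this simulation changes well under 1 were therefore recovered only in part. The adjusted p depends on how many genes change, and far more genes were called in the real comparisons with WT than the 200 changed here. The shares can therefore be higher in the real data.

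Gene lists were fixed in advance: 13 floral MADS-box genes, 17 flowering time genes, 14 seed and embryo genes, 8 genes of subunits of Polycomb repressive complex 2 (PRC2), 8 telomere genes, and genes with a telobox (AAACCCTA on either strand) from 500 bp upstream to 200 bp downstream of the gene start. Each list was tested in both kinds of mutant against WT with camera from limma at a preset correlation of 0.01, and p-values were adjusted over the 12 tests. Gene names, neighbours, exon lengths, GC content and promoter sequence came from the TAIR10.1 assembly, to which 20020 of the 20114 IDs were matched. The symbols of TRB4 and TRB5, which that annotation names by locus only, were assigned by gene ID. No coordinates are given, since the authors' build is unknown.

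The genes named in the text followed a rule: the 5 TRB genes; list members that were called; the 3 largest rises and 3 largest falls in trb45 (called in both lines), in trb123 and between the lines, among genes with a mean of at least 5 FPKM in a compared group and libraries that did not overlap; and the 3 genes with the largest changes in each opposite pattern of trb45 and trb123. These rules, the tests, the lists and the following alternative settings were chosen before the data were examined: a stricter adjusted p (0.01), a 2-fold minimum, other filters on low values, a pseudocount of 0.1, median-ratio and quantile scaling, eBayes without trend or robust, fits with the compared groups only, the replicate number as a block, fry, camera with an estimated correlation, a promoter window of 1000 bp, no ribosomal protein genes in the telobox list, and leaving out each library in turn.

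After the data were seen, further alternatives were added: a batch term, fits within a batch, every gene listed for the groups compared, and separate WT libraries for the 2 fold changes of a correlation. Batches were defined from 226 genes that were lower by at least 1 in replicate 3 of trb45 line 1 than in both other replicates of that line; a library's batch is the side of 0.5 on which its median position lay between those replicates (0) and replicate 3 (1).

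Comparisons against the same WT libraries share their chance deviations. Correlations and overlaps were therefore set beside 50 simulated data sets in which no group differs from WT, and 50 in which the estimated effects were kept but shuffled over genes of similar level. Figures were drawn with matplotlib 3.10.9.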

Results

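Transcript levels were measured by RNA sequencing in whole Arabidopsis thaliana seedlings aged 7 days, to ask what TRB4 and TRB5 do. The TRB genes encode telomere repeat binding proteins. The 12 libraries fell into 4 groups of 3: WT of the Col-0 accession, the independently made trb45 line 1 and trb45 line 2, and the trb123 triple mutant. All values are the authors' FPKM, and fold changes are differences of log2(FPKM + 1), which understate the change of genes with low values. Depths inferred from the FPKM values lay between 22558500 and 24303300 fragments per library. The FPKM sums lay between 628600 and 654202, and between 17601 and 18313 genes per library had at least 1 FPKM. The most abundant gene, AT1G67090, took 3.32% to 5.14% of the sum. Across 7926 genes, Pearson's r between replicates ranged from 0.951 to 0.996, and the 2 libraries of a pair had identical values for at most 0.29% of genes. The lowest values of r, 0.951 and 0.952, were those of line 1 replicate 3 with the other 2 libraries of that line. The first 2 principal components held 60.9% and 17.7% of the variance.

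The libraries also split in a way that the groups did not explain. In line 1, 226 genes were lower by at least 1 (log2) in replicate 3 than in replicates 1 and 2. On these genes, which were chosen inside line 1 alone, the WT libraries had median positions of -0.02 to 0.02 on a scale where replicates 1 and 2 lie at 0 and replicate 3 lies at 1. The line 2 libraries had positions of 0.93 to 0.99, and the trb123 libraries of 0.86 to 0.9. The labels name no batch. WT and line 1 replicates 1 and 2 are called batch A here, and the 7 other libraries batch B. No line 2 or trb123 library lay in batch A and no WT library in batch B, so neither line 2 nor trb123 could be compared with WT within a batch. Only line 1 had libraries in both, with a single library in batch B. A fit with group and batch as terms therefore rests on that library. It called 1175 of 18700 genes between the batches, 244 higher and 931 lower in batch B, and raised the median standard error of a trb123 fold change from 0.126 to 0.207.

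**Figure D1:**
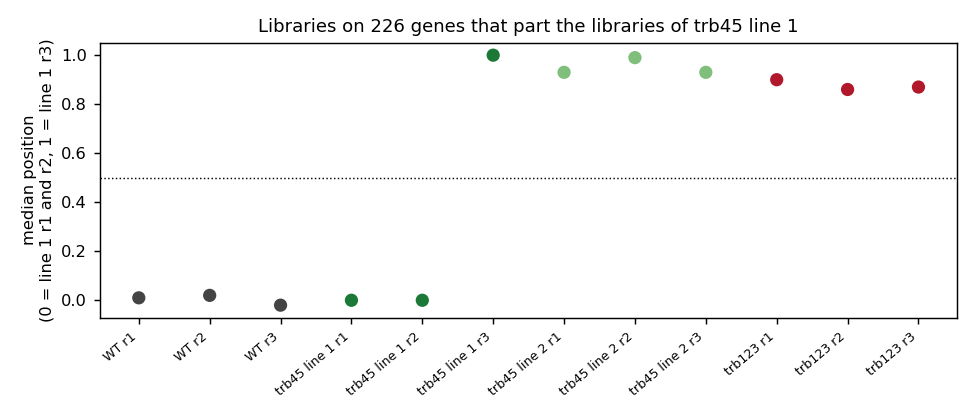
Each point is a library, and the vertical axis is its median position (no unit) over the 226 genes that were lower in line 1 replicate 3 than in replicates 1 and 2, with 0 at replicates 1 and 2 and 1 at replicate 3. WT lies at 0 (-0.02 to 0.02), while line 2 (0.93 to 0.99) and trb123 (0.86 to 0.9) lie near 1; the dotted line at 0.5 separates the batches.

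The mutated genes were examined first. In trb123, TRB1 (AT1G49950) was at 0.76 ± 0.2 FPKM against 10.27 ± 0.77 in WT (SD, n = 3), a log2 fold change of -2.68 (SE 0.12, limma adjusted p = 3.37e-09). TRB2 (AT5G67580) was at 2.77 ± 0.31 against 12.02 ± 1.41 FPKM (-1.79, SE 0.11, adjusted p = 4.97e-08). TRB3 (AT3G49850) was at 1.6 ± 0.41 against 7.47 ± 1.16 FPKM (-1.71, SE 0.17, adjusted p = 4.13e-06). TRB5 (AT1G72740) fell from 11.8 ± 0.75 FPKM in WT to 3.25 ± 0.35 in line 1 and 3.12 ± 0.17 in line 2 (both lines -1.61, SE 0.08, adjusted p = 5.81e-07). TRB4 (AT1G17520), which overlaps the neighbouring gene TIM23-1, was at 9.19 ± 1.61 FPKM in WT, 4.29 ± 1.22 in line 1 and 5.15 ± 0.85 in line 2 (both lines -0.84, SE 0.16, adjusted p = 0.00218). The alternative that moved these results most was the batch term, under which TRB4 in both lines was at -0.45 with an adjusted p of 0.18; the other 4 genes remained called. In line 1 alone TRB4 was still called with that term (-0.77, adjusted p = 0.00857), and in line 2 alone it was not (-0.14, adjusted p = 0.862). For each mutated gene the 3 mutant libraries all lay below the 3 WT libraries, and the exact two-sided permutation test gave 0.1, the smallest p that 3 libraries against 3 allow. Of the genes not mutated in a line, TRB5 was higher in trb123 at 14.42 ± 0.97 FPKM (0.27, SE 0.1, adjusted p = 0.028), a call that the batch term did not keep (0.13, adjusted p = 0.583). TRB4 in trb123 (7.28 ± 1.25 FPKM, adjusted p = 0.168) and TRB1, TRB2 and TRB3 in the trb45 lines (adjusted p from 0.217 to 0.998) were not called. TRB3 in line 2 (5.38 to 6.25 FPKM) nevertheless lay wholly below WT (6.34 to 8.65), with the same exact p of 0.1 (-0.3, adjusted p = 0.217).

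**Figure D2:**
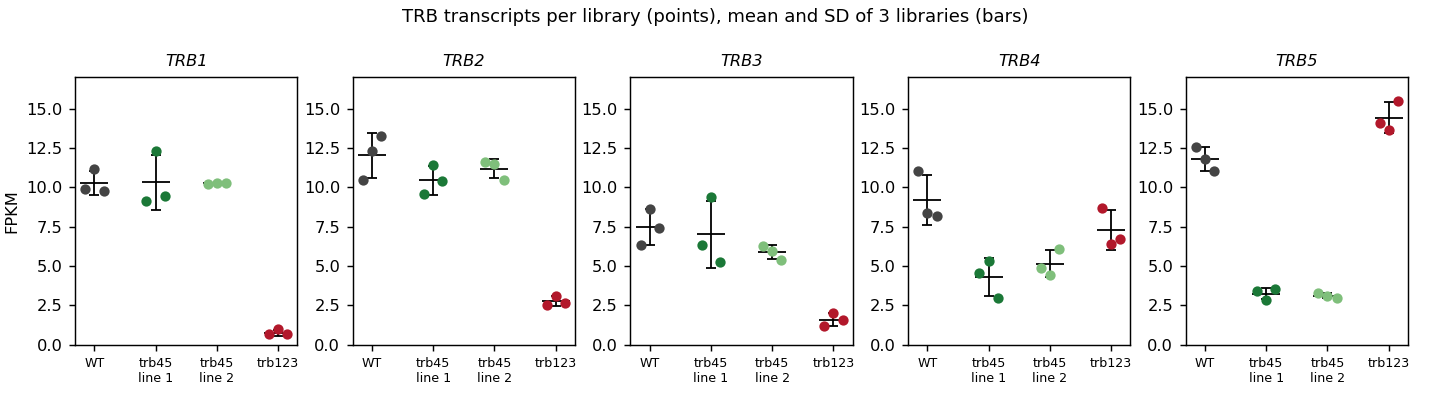
FPKM of the 5 TRB genes in each group; points are libraries, and bars are the mean and SD of 3 libraries. TRB1, TRB2 and TRB3 were lowest in trb123 (means of 0.76, 2.77 and 1.6), and TRB4 and TRB5 were lowest in the trb45 lines.

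The role of TRB4 and TRB5 was addressed by setting each trb45 line against WT. In line 1, 3397 of 18700 genes were called (1453 higher, 1944 lower), and 358 of them changed at least 2-fold (230 higher, 128 lower), the alternative that moved the line 1 count most. In line 2, 5710 genes were called (2791 higher, 2919 lower), and 666 changed at least 2-fold (232 higher, 434 lower). With both lines averaged, 5367 genes were called (2390 higher, 2977 lower), 404 of them at least 2-fold. The share of higher calls in line 1, 42.8%, was 54.9% after median-ratio scaling. Leaving out WT replicate 3 lowered the counts to 1602 in line 1 and 3146 in both lines, and leaving out WT replicate 1 lowered them to 1721 and 3169. The fit with the batch term called 3290 genes in line 1, 2588 of them also called without it. In line 2 only 127 were called with it, and in both lines 1118, with 112 and 952 shared. Within batch A, line 1 replicates 1 and 2 against WT gave 2344 calls (1201 higher, 1143 lower). Of these, 1924 were among the calls from all line 1 libraries, a fit that holds the same 5 libraries.

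**Figure D3:**
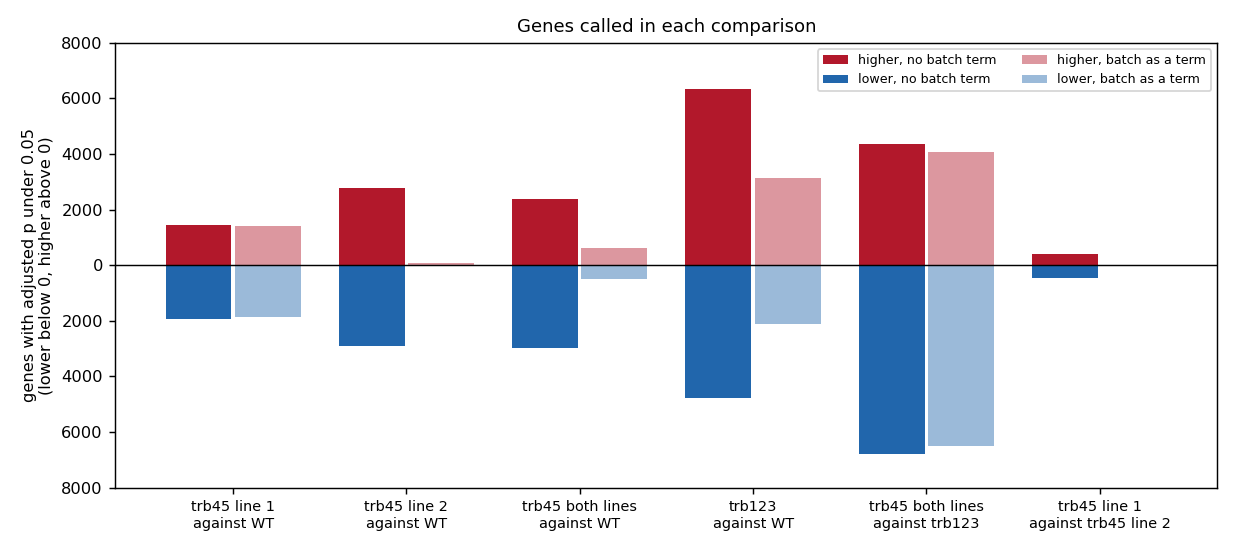
Genes with a limma adjusted p under 0.05 in each of the 6 comparisons, higher genes above 0 and lower genes below it, without (dark) and with (light) batch as a term. The count for line 2 against WT went from 5710 to 127 with the batch term, and that for both lines against trb123 from 11150 to 10542.

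The lines shared 2110 calls in the same direction (985 higher, 1125 lower) and had 4 in opposite directions. The balance of shared calls turned after median-ratio (1144 higher, 964 lower) and quantile scaling (1130 and 1007). The 2110 were 62.1% of the line 1 calls and 37% of the line 2 calls. Simulated groups that did not differ from WT gave 0 shared calls in each of 50 draws. Effects of the observed size placed on random genes gave a mean of 1304 (1229 to 1388). The batch term left 124 shared calls, and leaving out WT replicate 3 or WT replicate 1 gave 1075 or 1127. Across genes, the fold changes of the lines had r = 0.733. Unchanged groups set against the same WT libraries gave 0.502 (0.471 to 0.526) by simulation, and effects of the observed size on random genes 0.059 (0.046 to 0.074). Without shared WT libraries, over 6 ways of dividing them, r averaged 0.646 (0.583 to 0.695). Under the batch term r was 0.796, and 0.621 in unchanged groups.

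Among genes called in both lines, the largest rises were of OXS3 (AT5G56550), STZ (AT1G27730) and JRG21 (AT3G55970). OXS3 went from 4.85 ± 1.37 FPKM in WT to 40.84 ± 6.52 in line 1 and 40.43 ± 0.73 in line 2 (SD, n = 3; both lines 2.85, SE 0.27, adjusted p = 3.03e-05). STZ went from 1.41 ± 0.43 to 18.38 ± 1 and 14.47 ± 2.98 FPKM (2.85, SE 0.25, adjusted p = 2.07e-05). JRG21 went from 0.87 ± 0.36 to 19.04 ± 15.61 and 10.3 ± 3.22 FPKM (2.83, SE 0.41, adjusted p = 0.00051), and missed the threshold with the batch term (1.59, adjusted p = 0.0516). The largest fall was of AT3G01345, from 269.24 ± 40.27 FPKM to 0.26 in every library of line 1 and 0.59 ± 0.16 in line 2 (-7.57, SE 0.1, adjusted p = 2.49e-14). AT4G25890, which overlaps PUM6, fell from 35.17 ± 2.47 to 3.16 ± 1.94 and 1.27 ± 0.33 FPKM (-3.61, SE 0.2, adjusted p = 6.38e-07). RACK1C_AT (AT3G18130) fell from 18.28 ± 1.04 to 2.04 ± 0.32 and 1.69 ± 0.9 FPKM (-2.79, SE 0.17, adjusted p = 1.17e-06). Apart from JRG21, these genes remained called with the batch term. OXS3 and STZ were also higher in every trb123 library than in any WT library (trb123 means of 19.28 ± 12.75 and 36.16 ± 22.24 FPKM). JRG21 was not (0.57 ± 0.27).

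In trb123, 11108 genes were called against WT (6344 higher, 4764 lower), and 2697 changed at least 2-fold (1510 higher, 1187 lower). Adding the batch term gave 5238 calls (3139 higher, 2099 lower), 4769 of them also made without it, and 95.1% of the calls made without it kept their sign. Leaving out any WT or trb123 library gave between 9840 and 10339 calls. The largest rises were of AT2G05914, which overlaps AT2G05915, LTP4 (AT5G59310) and SEP1 (AT5G15800). AT2G05914 went from 0.5 ± 0.17 FPKM in WT to 253.32 ± 9.33 (7.41, SE 0.14, adjusted p = 8.11e-13). LTP4 went from 2.1 ± 1.78 to 205.78 ± 35.51 FPKM (6.2, SE 0.37, adjusted p = 4.52e-08). SEP1, which overlaps AT5G15790, went from 0.37 ± 0.06 to 75.23 ± 8.5 FPKM (5.79, SE 0.1, adjusted p = 6.4e-13). TGG2 (AT5G25980) fell from 315.38 ± 26.41 to 0.54 ± 0.05 FPKM (-7.68, SE 0.24, adjusted p = 1.29e-10). AT3G01345, at 247.14, 244.86 and 315.72 FPKM in the WT libraries, was listed at 0 in all 3 trb123 libraries. SADHU1-1 (AT2G10410), which overlaps AT2G10405 and was at 53.1 ± 5.12 FPKM in WT, was also listed at 0 in all 3. These 6 genes remained called with the batch term.

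To set TRB4 and TRB5 beside the other TRB genes, both trb45 lines were compared with trb123. Of 18700 genes, 11150 were called (4372 higher and 6778 lower in trb45), 2255 of them at least 2-fold, and 10542 were called with the batch term. The share of higher calls, 39.2%, was 48.1% after median-ratio and 49.1% after quantile scaling, and that of trb123 against WT went from 57.1% to 51.2% and 50.6%. Within batch B, line 2 against trb123 gave 10665 calls (4400 higher, 6265 lower), of which 9543 were among the calls of both lines, a fit that holds the same 6 libraries. Of the 5367 calls of trb45 against WT, 3041 (56.7%) were called in the same direction in trb123 (1394 higher, 1647 lower) and 686 (12.8%) in the opposite direction (292 higher and 394 lower in trb45). Scaling turned the balance of the opposite calls, to 380 higher and 323 lower (median-ratio) or 393 and 311 (quantile). Effects of the observed size on random genes gave means of 1800 (1698 to 1877) in the same direction and 1580 (1505 to 1684) in the opposite direction. Unchanged groups gave at most 1 and 0. The batch term reduced the counts to 474 and 110. Leaving out a WT library lowered them too: to 1784 and 395 without replicate 1, and to 1780 and 369 without replicate 3, while without replicate 2 the opposite count was 414. Across genes the fold changes of trb45 and trb123 had r = 0.422, below the 0.578 (0.551 to 0.597) that unchanged groups against the same WT libraries gave and above the 0.044 (0.025 to 0.06) of effects of the observed size on random genes. Without shared WT libraries it averaged 0.378 (0.358 to 0.405). Under the batch term r was 0.345, and 0.84 in unchanged groups.

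**Figure D4:**
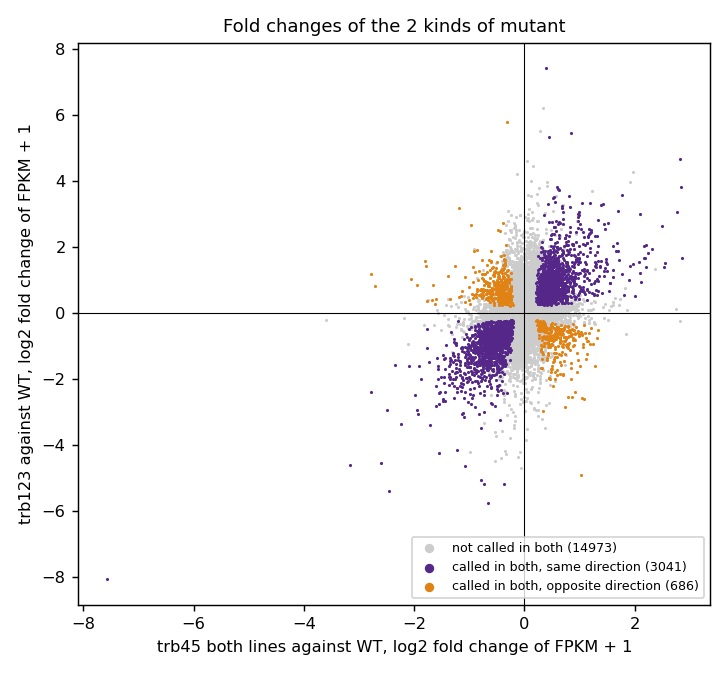
Each point is 1 of 18700 genes, with its log2 fold change of FPKM + 1 in both trb45 lines against WT on the horizontal axis and in trb123 against WT on the vertical axis. Genes called in both comparisons are coloured: 3041 changed in the same direction (purple) and 686 in opposite directions (orange).

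Of the genes higher in trb45 and lower in trb123, PIP2;4 (AT5G60660), IGMT4 (AT1G21130) and UPI (AT5G43580) had the largest changes. PIP2;4 was at 10.21 ± 0.45 FPKM in WT, 31.98 ± 6.78 in line 1, 22.34 ± 4.82 in line 2 and 2.71 ± 0.28 in trb123 (trb45 1.29, adjusted p = 8.5e-05; trb123 -1.6, adjusted p = 3.91e-06). IGMT4 changed by 1.13 in trb45 (adjusted p = 0.000927) and -1.25 in trb123 (adjusted p = 0.000203). UPI changed by 1.12 (adjusted p = 0.0101) and -1.39 (adjusted p = 0.00229). Its trb45 call was lost without WT replicate 3 (adjusted p = 0.0525) and with the batch term (0.402). In the reverse pattern were AT4G13495, MIR863 (AT4G13494), which overlaps it, and AT5G50915. AT4G13495 was at 87.44 ± 0.93 FPKM in WT, 16.16 ± 1.22 in line 1, 37.56 ± 2.68 in line 2 and 236.66 ± 34.59 in trb123 (trb45 -1.78, adjusted p = 5.81e-07; trb123 1.42, adjusted p = 3.85e-07). AT5G50915 changed by -1.27 in trb45 (adjusted p = 3.03e-05) and 1.4 in trb123 (adjusted p = 2.73e-06). MIR863 changed by -1.8 and 1.58, but its signal and that of AT4G13495 could not be separated by a counting method that is not stated.

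The series title links TRB4 and TRB5 to genes under PRC2, so lists of genes were tested as sets. With camera, none of the 12 tests passed the threshold (adjusted p from 0.209 to 0.96), and none did under an estimated correlation (0.669 to 0.972). Under fry, 6 did: the flowering time list in trb45, and in trb123 the floral MADS-box, seed and embryo, PRC2 subunit, telomere and telobox lists. In the floral MADS-box list 4 of 13 genes could be tested in all libraries. Their median log2 fold change was 0.11 in trb45 (camera adjusted p = 0.873) and 2.71 in trb123 (adjusted p = 0.282, fry 1.14e-08). A further 6 members were tested only in the tables of WT and trb123, which list more genes. In that fit camera gave the 10 genes an adjusted p of 0.000169, with a median of 4.41. If the authors listed genes by level, the 6 added genes, near 0 in WT, would be listed only when higher in trb123. That adjusted p can therefore not be read as a test of the list. AG, AP3, SEP2, STK, SHP1 and SHP2 each had a WT mean of at most 0.15 FPKM, and trb123 means of 18.89 ± 2.15, 31.75 ± 7.92, 40.6 ± 4.1, 5.35 ± 0.46, 5.88 ± 0.8 and 23.35 ± 4.05 FPKM (SD, n = 3). STK was listed at 0 in all 3 WT libraries. In the flowering time list, 10 of 17 genes were tested, with medians of 0.1 in trb45 (camera adjusted p = 0.282, fry 0.00347) and -0.22 in trb123 (camera adjusted p = 0.282, fry 0.0701).

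Single members of these lists were called in 1 or both mutants. In trb123, SEP3 (AT1G24260) rose from 3.56 ± 0.67 to 108.01 ± 9.39 FPKM (4.59, SE 0.22, adjusted p = 7.05e-09), while SEP4 (AT2G03710) fell from 3.46 ± 0.19 to 0.14 ± 0.07 FPKM (-1.97, SE 0.11, adjusted p = 2.25e-08). SVP (AT2G22540) fell from 44.86 ± 3.42 to 1.47 ± 1.01 FPKM (-4.28, SE 0.22, adjusted p = 1.51e-08). SOC1 (AT2G45660) was at 19.22 ± 2.98 FPKM in WT and fell to 1 ± 1.2 in trb123 (-3.48, SE 0.29, adjusted p = 6.7e-07) and to 10.47 ± 1.73 and 10.91 ± 0.84 in the trb45 lines (-0.79, SE 0.25, adjusted p = 0.0311). FLC (AT5G10140), which overlaps AT5G01675, was at 2.51 ± 0.51 FPKM in WT, 4.36 ± 1.22 in line 1, 6.13 ± 1.14 in line 2 (both lines 0.81, adjusted p = 0.00364) and 0.86 ± 0.32 in trb123 (-0.92, adjusted p = 0.00106). MAF5 rose from 0.18 ± 0.06 FPKM to 0.53 ± 0.08 in line 1 and 1.66 ± 0.13 in line 2 (0.78 in trb45, adjusted p = 0.000134), and in trb123 (0.52, adjusted p = 0.000882). MAF4 was called in both lines together (0.58, adjusted p = 0.00556), mostly from line 2 (1.99 ± 0.27 FPKM), while line 1 (0.61, 0.93 and 1.01) overlapped WT (0.24, 0.86 and 0.66). It was listed at 0 in all 3 trb123 libraries, against 0.59 ± 0.32 FPKM in WT. In trb123, PI (0.83), AGL42 (2.31) and MAF2 (-0.33) were also called. SEP1 was lower in trb45 (-0.31, adjusted p = 0.0206), at levels under 1 FPKM in WT and both lines.

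Some of these calls were lost without a single library or with the batch term. A loss under that term can come from wider error or from a shift of the fold change. In trb45 the term moved SEP1 from -0.31 to -0.32, SOC1 from -0.79 to -0.68, MAF4 from 0.58 to 0.46 and FLC from 0.81 to 0.52. In trb123 it moved MAF5 from 0.52 to 0.4 and MAF2 from -0.33 to -0.01. A shift thus did not cost SEP1 its call, while the change of MAF2 all but vanished. For the other genes the 2 causes were not separated. In trb45, SEP1 was no longer called without WT replicate 1 (adjusted p = 0.0605) or 3 (0.0886), and SOC1 without WT replicate 1 (0.12) or 3 (0.106) or line 2 replicate 1 (0.0514) or 3 (0.0521), nor with a pseudocount of 0.1 (0.171). MAF2 in trb123 was not called without WT replicate 1 (0.0508) or 3 (0.0634). Under the batch term the trb45 calls of SEP1, FLC, SOC1 and MAF4 were lost (adjusted p from 0.19 to 0.315), as were the trb123 calls of MAF2 (0.96) and MAF5 (0.142). The call of MAF5 in trb45 was kept (0.0156), as were those of SEP1, SEP3, SEP4, FLC, SOC1, SVP, AGL42, PI and MAF4 in trb123.

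**Figure D5:**
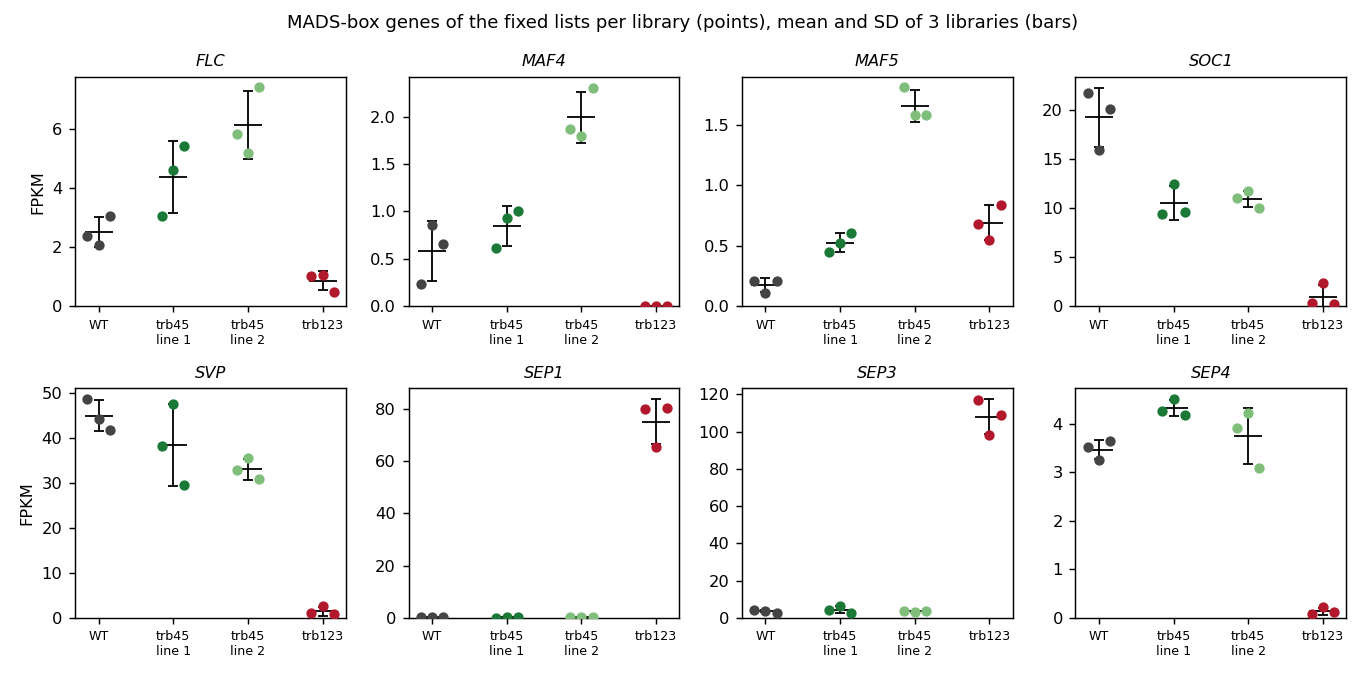
FPKM of 8 MADS-box genes in each group; points are libraries, and bars are the mean and SD of 3 libraries, with the axis starting at 0. SEP1 and SEP3 were highest in trb123 (means of 75.23 and 108.01), SVP, SOC1 and SEP4 were lowest there (1.47, 1 and 0.14), and FLC was higher in both trb45 lines than in WT.

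In the seed and embryo list, 8 of 14 genes were tested. Their median was 0.39 in trb45 (camera adjusted p = 0.408) and 2.65 in trb123 (adjusted p = 0.209, fry 0.00888). Under the batch term the trb123 median was -1.2 (adjusted p = 0.809). In trb123, 6 members were called, all higher, and as many when adjusted over the list alone. AGL15 (AT5G13790) rose from 0.91 ± 0.17 to 4.17 ± 0.45 FPKM (1.43, SE 0.13, adjusted p = 1.19e-06) and remained called with the batch term. ABI3 rose by 0.68 (adjusted p = 0.0222), and leaving out WT replicate 2 (0.0665) or 3 (0.0878) or trb123 replicate 2 (0.0637) or 3 (0.0501) removed the call. ABI3 was not called with the batch term either (0.98, adjusted p = 0.0994). OLEO1 (AT4G25140), which overlaps AT4G25150, and the neighbouring storage protein genes SESA1, SESA2 and SESA3, which are close copies of each other, rose by 2.46, 3.7, 3.96 and 4.26 (adjusted p = 0.028, 0.0116, 0.0184 and 0.019). They differed widely between replicates: SESA3 was at 114.2 FPKM in line 1 replicate 3 and at 1.11 and 1.49 in the other libraries of that line. All 4 changed sign under the batch term (-1.36, -0.8, -1.05 and -1.39; adjusted p from 0.325 to 0.701). Without WT replicate 1 the adjusted p of OLEO1, SESA2 and SESA3 rose to 0.101, 0.0709 and 0.0567, without trb123 replicate 1 to 0.0849, 0.0572 and 0.0528, and without trb123 replicate 3 to 0.0819, 0.0527 and 0.056. Without WT replicate 3 that of OLEO1 was 0.0606 and that of SESA3 0.0568. Under robust eBayes the 3 genes also missed the threshold (0.061, 0.0547 and 0.0559). SESA4, tested in WT and trb123 alone, was at 0.13 ± 0.23 and 12.74 ± 6 FPKM. In trb45 no member was called, and 0 had an unadjusted p under 0.05.

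Of the PRC2 subunit genes, 6 of 8 were tested. Their median was -0.03 in trb45 (camera adjusted p = 0.96), where none was called and 0 had an unadjusted p under 0.05, and 0.32 in trb123 (adjusted p = 0.282, fry 0.00156). In trb123, 4 were called over all genes and 5 adjusted over the list alone: EMF2 (0.35, adjusted p = 0.0064), VRN2 (0.57, 0.000364), FIE (0.25, 0.0264) and MSI1 (0.61, 0.00064) over all genes. FIE and MSI1 overlap neighbouring genes, and with the batch term all 4 calls were lost (adjusted p from 0.158 to 0.455). FIE also lost its call after median-ratio (0.0862) or quantile (0.0796) scaling and without WT replicate 1 (0.08) or 2 (0.0657) or trb123 replicate 2 (0.0795) or 3 (0.0721). Of the telomere genes, 7 of 8 were tested, with medians of 0.07 in trb45 (camera adjusted p = 0.74) and 0.03 in trb123 (adjusted p = 0.873, fry 0.0298). In trb45 none was called, and 1 had an unadjusted p under 0.05. In trb123, STN1 (AT1G07130), which overlaps AT1G07119, was called (4.01 ± 1.09 to 7.49 ± 0.41 FPKM; 0.78, adjusted p = 0.000538), and not with the batch term (0.16). The telomere list also gave 1 call in trb123 adjusted over the list alone.

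The telobox list held 2818 tested genes. Their median was -0.05 in trb45 against -0.01 in the other genes (camera adjusted p = 0.282), with 851 called (296 higher, 555 lower) and 860 adjusted over the list alone. In trb123 it was 0.18 against 0.06 (adjusted p = 0.209, fry 0.000513), with 1720 called (1180 higher, 540 lower) and 1726 adjusted over the list alone. For the floral MADS-box list, 1 gene was called in trb45 and 4 in trb123, and for the flowering time list 4 and 7, and these counts were the same adjusted over the list alone.

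The lines were also compared with each other. Between line 1 and line 2, 865 genes were called (388 higher and 477 lower in line 1). Of these, 80 changed at least 2-fold, with the opposite balance (69 higher and 11 lower in line 1). After median-ratio scaling 68.6% of 844 calls were higher in line 1, and after quantile scaling 53.8% of 906, against 44.9% of the 865. The count depended on single libraries: it was 5180 without line 1 replicate 3, and 20, 4, 4 and 15 without line 1 replicate 1, line 1 replicate 2, line 2 replicate 1 and line 2 replicate 3. Only 5 genes were called with the batch term, 3 of them among the 865. With the 6 libraries of the lines alone in the fit, 2 were called. The genes with the largest differences were the chloroplast genes ATCG00210 (3.39, adjusted p = 0.0396) and ATCG00030 (2.34, 0.0471) and EXT13 (1.74, 0.0409), all higher in line 1, and AT5G35480 (-1.44, 0.00488), SEN1 (-1.41, 0.0336) and AT1G05835 (-1.29, 0.0181), all lower in line 1. None of the 6 was called with the batch term or in the fit of the lines alone, and all but AT5G35480 also lost the call without line 1 replicate 2 (adjusted p = 0.127, 0.16 and 0.109 for ATCG00210, ATCG00030 and EXT13, 0.101 for SEN1 and 0.0727 for AT1G05835). Except for AT5G35480, the 6 were lost without line 2 replicate 1 too (0.0708 to 0.119), and the chloroplast genes under robust eBayes (0.054 and 0.0569). ATCG00210 was at 12.75, 120.7 and 70.82 FPKM in the line 1 libraries and at 6.39, 2.75 and 2.76 in those of line 2. AT5G35480 was at 2 ± 0.66 and 7.09 ± 1.29 FPKM (SD, n = 3).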

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

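The tests of batch, of a mislabelled library and of depth in this part were chosen only after the results they bear on were seen, except the first test of batch on 34 genes listed for line 2, which like the test of the authors' filtering and the counts over other splits was set before its values were seen.

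The trb45 lines differed from each other: 865 genes were called between line 1 and line 2, in a direct test of the difference between lines that carry mutations in the same genes. In the 10 splits of the 6 libraries into 3 and 3, 1, the real split, gave as many, and 10 splits can never give a share under 0.1. The count depended on single libraries. It was 5180 without line 1 replicate 3, 20 and 4 without line 1 replicates 1 and 2, and 4 and 15 without line 2 replicates 1 and 3. Why leaving out those line 2 libraries lowered it was not tested. The rise without replicate 3 is what a difference between sequencing or library batches would give if replicate 3 had been handled with line 2 and trb123 and the other replicates with WT.

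A test of that explanation used 235 genes chosen by sequence alone, those with the largest share of G in any 64 nt of the transcript (at least 51.6%). Their median log2 difference between line 1 replicate 3 and replicates 1 and 2 was -0.276, against -0.014 to 0.072 in the central part of 10000 random sets of the same level. The same genes were lower in trb123 than in WT (-0.18) and in line 2 than in WT (-0.325), while line 2 and line 1 replicate 3 differed by 0.061, inside the random range of 0.015 to 0.068. Within batch A the same genes moved too, by less: line 1 replicates 1 and 2 lay below WT by a median of -0.114 (random sets -0.093 to -0.008), and replicate 2 minus replicate 1 was -0.036 (random sets 0 to 0.087). Their level is thus not fixed by the batch alone. A difference in library preparation or sequencing that acts on G-rich transcripts remains a candidate cause of the 226 genes that part replicate 3. A difference in depth is argued against, since replicate 3 had 1.03 times the fragments of the other 2. A line 2 library carrying a line 1 name would, like a shared batch, make replicate 3 resemble line 2 over all genes. It did: r of deviations from the mean of the groups was 0.566, 0.693 and 0.333 with the line 2 libraries and 0.15 and 0.315 with line 1 replicates 1 and 2. Of 445 genes that part line 2 from those replicates, only 11.7% had replicate 3 nearer line 1. On genes chosen without 1 line 2 library each, the shares were 12.2%, 24.9% and 7.2% for replicate 3 and 3.4%, 19.4% and 1.8% for the library left out. What argues against the wrong name is a smaller set of genes. By a gap of at least 0.5, 46 genes put replicate 3 with line 1 against line 2, where the same count for the line 2 libraries gave 3, 6 and 10.

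Part of the difference between the lines runs against the batch. For 30 genes the 3 line 1 libraries and the 3 line 2 libraries were apart by at least 0.5 and by more than the range within either line, although line 1 replicate 3 is in the batch of line 2. Putting a line 2 library in the place of replicate 3 gave 1, 3 and 6 genes. The 30 genes, chosen after their values were seen, include BSU1, SEN1, AT5G35480, AT4G13495 and MAF5. A difference between sequencing or library batches forbids this pattern, so a difference between the lines themselves, such as other changes in their background, may lie behind these genes. That is a hypothesis found and examined on the same libraries, and growth or harvest of each line as a set stays open.

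Some genes lay outside the comparisons of all 12 libraries. Of 21036 genes listed for WT and trb123, 922 were missing from the table of at least 1 trb45 line, and 867 of them (94%) were higher in trb123 than in WT. In a fit of WT and trb123 alone, 293 such genes were tested and 280 were called, all of them higher in trb123. Their absence from the trb45 tables followed their level: of genes above 5 FPKM in WT 0.0258% were missing, and of genes at or under 0.1 FPKM 96.9% were. The authors may have listed genes by level, WT and trb123 together and each trb45 line on its own. That would leave these genes near 0 in the trb45 lines. No gene was at 0 in all 3 libraries of a trb45 line, against 125 in WT and 54 in trb123. Of the missing genes, 12 were at 1 FPKM or more in all 3 WT libraries. Genes that fell to 0 in a trb45 line may thus be absent from its table and from the tests of all 12 libraries. Under a listing by level, a gene near 0 in WT and trb45 is listed for trb123 only when it is higher there. The 94% and the shared direction of the 280 genes follow from such a listing and say nothing about trb123. A listing leaves the values of a listed gene as they were, so it does not set how far a gene rose. A batch difference would raise these genes in line 2 as well, which shares the batch of trb123. Of the 280 genes, 34 are listed for line 2, where their median lay 0.25 above WT against 1.24 in trb123, and in 29 of the 34 every line 2 library was below every trb123 library. That number fell short of the limit set before the test, and genes chosen by their trb123 values widen the gap, so a second test chose the genes from WT and 2 trb123 libraries and measured the third. With genes at 1 FPKM or more in at least 2 libraries, 35 to 38 genes were chosen, and the library left out, which the authors' listing had still used, lay above each line 2 library by medians of 0.91 to 1.29, where line 2 libraries differed from each other by at most 0.15. A first version of this test asked for 3 libraries, which removes genes present in trb123 alone; it kept 9 or 10 genes, with medians of 0.36 to 0.97 against 0.56, and decided nothing. A batch difference alone is thus argued against for genes with a line 2 value, by the smallest median of 0.91. The other 221 and 25 of the 280 genes have no line 2 value. The 25 are listed for line 1, where replicate 3, of the batch of trb123, lay 0.39 above WT by the median and replicates 1 and 2 lay 0.31, against 1.39 in trb123, and replicate 3 was below every trb123 library in 21 of the 25. These values lean against the batch, but a single library excludes nothing. The 221 have no trb45 value at all, so no value tells the batch and trb123 apart for them. Under a listing by level, a batch that raised them in line 2 as in trb123 (median 1.69) would have listed them there. Their absence would then argue against the batch, but the rule for listing is not known. An effect of the mutations stays open as a hypothesis for all 280 genes.

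In the other direction, 235 genes were listed only for a trb45 line. Of these, 21 were at 1 FPKM or more in all 3 libraries of a line and 8 in all 6 trb45 libraries. The highest value, 20.07 FPKM, was of the chloroplast gene ATCG00320 in line 1 replicate 2, with 2.87 and 9.51 in the other line 1 libraries. PDF1.3 was at 1.78, 8.08 and 8.01 FPKM in line 1 and 6.56, 8.05 and 1.74 in line 2. Both were picked out after their values were seen. They carry no WT or trb123 value here, so no change was computed and no explanation, technical or biological, was tested.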

How the results depend on the processing

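The batch term, the fits within a batch, the fits of every gene listed for the groups compared and the separate WT libraries were chosen only after the data had been seen; the other settings were not. The stricter adjusted p and the 2-fold minimum were applied to counts of genes only, and named genes were followed through the settings that refit the values, at an adjusted p under 0.05. Of 61 results for single named genes, all 61 kept their direction in each such fit chosen in advance that tested them, and 46 also kept their call; the 5 FPKM filter tested 48 of them, and a fit without a library bears only on comparisons with its group. Of the others, 14 lost the call in at least 1 fit that left out a library. The 5 TRB genes kept their calls in the refits chosen in advance that bear on them; the change of TRB4 in both lines, -0.84, is itself under 2-fold.

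A stricter adjusted p or a 2-fold minimum lowers a count by construction. At an adjusted p under 0.01 the calls were 1220 in line 1, 2757 in line 2, 2493 in both lines and 4 between the lines, with 764 shared by the lines and 1311 and 264 shared by trb45 and trb123 in the same and in opposite directions. With the 2-fold minimum they were 358, 666, 404, 2697 in trb123, 2255 between trb45 and trb123, 80 between the lines, 197 shared by the lines, and 223 and 16 shared by trb45 and trb123. With a mean of at least 5 FPKM fewer genes are tested, and 7416 remained called between trb45 and trb123 against 11150. With only the libraries compared in the fit, line 1 had 1797 calls against 3397, the lines shared 1311 against 2110 and 2 differed between the lines against 865, while line 2 rose from 5710 to 6769 and trb123 from 11108 to 12288. The replicates of line 1 lay farther apart (SD of log2 ratios 0.321 to 0.446) than those of WT (0.17 to 0.201). In line 2 the SD was 0.212 to 0.32, and in trb123 0.136 to 0.251. A shared estimate of the spread is then smaller than that of line 1. The p-values of line 1 in the main fit, against WT and against line 2, may therefore be too low. Whether this accounts for all of these moves was not tested. With every gene listed for the groups compared, line 1 had 1791 calls and 2 genes differed between the lines. Median-ratio scaling changed no count by over 1.5 times, but it moved the share of higher calls from 42.8% to 54.9% in line 1 and from 44.9% to 68.6% between the lines. Between trb45 and trb123 the share went from 39.2% to 48.1% (median-ratio) and 49.1% (quantile), and in trb123 from 57.1% to 51.2% and 50.6%. Among calls shared by the lines it went from 46.7% to 54.3% and 52.9%, and among opposite calls of trb45 and trb123 from 42.6% to 54.1% and 55.8%, so these majorities turned with the scaling. The median fold change of all genes moved by less than 0.1 under either scaling.

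Fits that left out a library were read as ranges. The calls ranged from 1602 (without WT replicate 3) to 4183 in line 1, from 3934 to 4514 in line 2, from 3146 to 6244 in both lines, from 9840 to 10339 in trb123 and from 9526 to 11807 between trb45 and trb123. Between the lines the range was from 4 (without line 1 replicate 2) to 5180 (without line 1 replicate 3). Calls shared by the lines ranged from 1075 to 2826, and those shared by trb45 and trb123 from 1780 to 3534 in the same direction and from 369 to 872 in opposite directions; each lowest count was without WT replicate 3 and each highest without line 1 replicate 1. The correlation between the lines ranged from 0.544 (without line 1 replicate 3) to 0.798, and that between trb45 and trb123 from 0.386 to 0.45.

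The batch term left 127 of 5710 calls in line 2, 1118 of 5367 in both lines, 5238 of 11108 in trb123 and 5 of 865 between the lines, while line 1 (3290) and trb45 against trb123 (10542) stayed within 1.5 times. Shared calls were 124 of 2110 between the lines and 474 of 3041 and 110 of 686 between trb45 and trb123, whose correlation went from 0.422 to 0.345. Of the 61 named results 36 kept direction and call, 21 lost the call and 4 reversed: OLEO1 (-1.36), SESA1 (-0.8), SESA2 (-1.05) and SESA3 (-1.39) in trb123. The seed and embryo list reversed in trb45 (adjusted p 0.15, median -1.78) and in trb123 (0.809, median -1.2). The term rests on 1 bridging library, line 1 replicate 3, which also has the highest storage gene values, so these reversals follow from that library by construction. How much of the lower counts is wider error and how much a shift was not separated.

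No list passed the threshold with camera, and the lists changed mainly with the test. Under fry the adjusted p was 0.00347 for flowering time genes in trb45, and in trb123 it was 1.14e-08 for floral MADS-box, 0.00888 for seed and embryo, 0.00156 for PRC2 subunit, 0.0298 for telomere and 0.000513 for telobox genes; fry asks whether a list changes at all and not whether it changes more than other genes. Other settings took 3 lists in trb123 past the threshold: floral MADS-box genes with the 5 FPKM filter (0.0219) and with every gene listed (0.000169), seed and embryo genes with only the compared libraries (0.0282) and with every gene listed (0.00939), and telobox genes with the 5 FPKM filter (0.0326). Over all settings chosen in advance that kept every library, the adjusted p ranged from 1.14e-08 to 0.669 for the floral, from 0.00888 to 0.669 for the seed and from 0.000513 to 0.669 for the telobox list in trb123. The cause was not tested, except that fry poses another question and that every gene listed brings in 6 more floral genes. Under a listing by level those 6, near 0 in WT, would be listed only when higher in trb123.

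The direction that camera gave to a list in trb45 turned in some settings where the median lay near 0. The median itself changed sign only with the 5 FPKM filter, for the floral (-0.13) and flowering time (-0.21) lists. For the PRC2 list it was 0 without WT replicate 3. The floral list reversed with the 5 FPKM filter (0.568), with a pseudocount of 0.1 (0.948) and without WT replicate 3 (0.999), the flowering time list with the 5 FPKM filter (0.541), and the PRC2 list with that filter (0.812), after median-ratio (0.97) and quantile (0.916) scaling, and without line 1 replicate 2 (0.9), line 2 replicate 1 (0.99) or WT replicate 3 (0.85). None of these passed the threshold, and the cause was not tested. Over the fits that left out a library the adjusted p ranged from 0.761 to 0.999 for the floral list and from 0.764 to 0.99 for the PRC2 list. The telomere list kept too few genes under the 5 FPKM filter to give a value.

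The replicate numbers do not pair the libraries. Over 18 pairs of libraries with the same number in different groups, the correlation of deviations from the group means averaged 0.042 (-0.056 to 0.318, 4 pairs over 0.1), and over 36 pairs with different numbers -0.021. With the replicate number as a block the calls were 3510 in line 1, 5710 in line 2, 5468 in both lines, 11188 in trb123, 11168 between trb45 and trb123 and 1377 between the lines. Only the last moved by over 1.5 times, from 865, and the block changed no list or named gene call.

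Small changes were recovered only in part. In the simulation, at the spread of the real libraries and with depth not varied, 25.4% of changes of 0.5 on the log2 scale were recovered in 1 line against WT, so a gene missing from the calls of a line cannot be read as unchanged.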

Other observations

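In this part only the tests of GC content and gene length, of RNA from seeds and of other splits of the libraries were set before the results they measure were seen; the other tests were chosen after them.

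For trb123 against WT, a batch difference alone is argued against as the cause of the 11108 calls. With batch as a term 5238 genes were called, 4769 of them among the 11108, and line 2 and trb123, which share a batch, differed in 10665 genes. Trends with GC content and gene length, fitted to 99.5% of the tested genes and removed from each library, left 11245 calls, of which 10434 were among the 11108. Of the 10 splits of the 6 libraries 1, the real split, gave as many calls. An effect of the trb123 mutations on many genes stays open as a hypothesis, and how many of the calls are due to the batch is not settled, because the batch term rests on a single library.

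For both trb45 lines against WT the picture was weaker. The batch term left 1118 calls of 5367, with 952 shared, and the comparison of line 1 with WT inside batch A gave 2344. Removing the trends with GC content and length left 5439 calls, with 4597 shared. These values argue against batch, GC content or length as the whole cause. With the lines pooled into 1 group, 1 of the 84 splits of the 9 libraries gave as many as the 4050 calls of the real split; the next, with 2013, set the 3 line 2 libraries against the rest and so followed the batch but for line 1 replicate 3. For trb45 against trb123, 1 of 84 splits gave as many as the 10275 calls of the real split. For line 1 against WT and for line 2 against WT, 1 of 10 splits gave as many, the real one. For line 2 against WT alone, the batch and the line cannot be told apart gene by gene. With the batch term 127 of 5710 calls were left, and no WT library is in batch B. The few calls left may reflect either a batch effect or the lower precision of that fit. Without line 1 replicate 3, line 1 is wholly in the batch of WT, and the lines still shared 1698 calls in the same direction. Effects of the observed size on random genes gave 1229 to 1388, drawn with all libraries only. The shared calls argue against the batch as the cause of every line 2 call.

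The overlaps and correlations were set against other groupings. In 100 splits of the 12 libraries into 4 groups of 3, the real one included, 1 gave as many calls shared by the lines in the same direction as the real grouping, 1 as many shared by trb45 and trb123 in the same direction and 1 as many in opposite directions. No other split gave more than 1 shared call, so groupings that mix genotypes make almost no calls and these counts say little. The same holds for the splits of 6 and 9 libraries above, whose median count was 0. A correlation as high as that between the lines came up in 29 of the 100, and one as high as that between trb45 and trb123 in 68. Those counts say little too: a reference group that mixes genotypes moves both fold changes alike, and other splits reached r of 0.951 and 0.956. Shared WT libraries alone gave 0.502 (0.471 to 0.526) between unchanged groups. They do not account for the whole of the 0.733 between the lines, which averaged 0.646 (0.583 to 0.695) without shared WT libraries. Both values include line 1 replicate 3, which is in the batch of line 2, and without it r was 0.544. The batch may therefore account for part of the excess. The 0.422 between trb45 and trb123 lay below the 0.578 (0.551 to 0.597) of unchanged groups, which differ from WT by chance alone. With effects of the observed size on random genes r was 0.044 (0.025 to 0.06) for trb45 and trb123 and 0.059 (0.046 to 0.074) for the lines, below both observed values.

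The list tests in trb45 were no more extreme than those of other splits. A camera p as low came up in 71 of 84 splits for the floral, 39 for the flowering time, 62 for the seed and embryo, 82 for the PRC2 subunit, 62 for the telomere and 40 for the telobox list. In trb123 the counts of 10 splits were 1, 3, 5, 4, 6 and 2 in the same order, and 10 splits cannot give a share under 0.1. The floral list in trb123 was the only one for which the real split was the most extreme.

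A group of 27 genes had at least 2 FPKM in WT and at most 0.05 FPKM in all 3 trb123 libraries, among them AT3G01345, SADHU1-1, SADHU4-1 and the adjacent CSA1 and DAR4, named after their values were seen. All 27 are listed for both trb45 lines. Of these, 10 had another of the 27 within 50 genes and 17 did not, AT3G01345 and SADHU1-1 among them. For random genes of the same WT level the median was 2 (p = 0.0015, permutation, one-sided). The fullest window of 1000 genes held 8, against a random median of 4 (p = 2e-04, permutation, one-sided). A batch difference is argued against, since 24 of the 27 had at least 0.25 of their WT mean in all 3 line 2 libraries, which share the batch of trb123. A strain variant, such as a deletion or a stretch of another accession carried along with the trb123 mutations, could give such neighbours and is a candidate explanation for 8 of the 10. The other pair, AT4G22475 and AT4G22495, was also near 0 in line 2 (0.07, 0 and 0.18; 0.02, 0.02 and 0.17 FPKM) and in line 1 replicate 3 (0.02 and 0), and low in line 1 replicate 2 (0.32 and 0), which is in the batch of WT. The loss of this pair is thus not specific to trb123, and its cause was not tested. The same holds for AT3G01345, at 244.86 to 315.72 FPKM in WT. It was at 0.26 FPKM in every line 1 library and at 0.76, 0.54 and 0.46 in line 2. Silencing over a region could also give neighbours. Neither was tested for the 17 without one. Of 171 genes that fell at least 4-fold but not to this level, 90 had a neighbour within 50 genes against 68 by chance (p = 0.0027, permutation, one-sided), but their fullest window did not stand out (14 against 12, p = 0.172, permutation, one-sided). Reads would be needed to separate these explanations.

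Seed storage transcripts differed between replicates by far more than other genes. CRA1 was at 0.59, 21.49 and 0.73 FPKM in the line 2 libraries, 1.85, 1.27 and 63.23 in line 1, 0.62, 12.37 and 12.68 in WT, and 48.43, 40.38 and 45.47 in trb123. The 36.4-fold range inside line 2, whose libraries share a batch, argues against the batch. RNA from ungerminated seeds carried into some samples would raise other seed transcripts along with the storage genes. Over the 12 libraries, deviations from the group means were correlated between 6 storage genes and 90 other genes annotated with seed products. All of them were also expressed in these seedlings. The deviations had r = 0.55 (permutation p = 0.015, one-sided) and rho = 0.49 (permutation p = 0.023, one-sided). Without line 1 replicate 3 and line 2 replicate 2, the libraries farthest from the median, r was 0.39 (permutation p = 0.13, one-sided). The relation thus rests on those libraries. Seed RNA and a real difference in storage gene activity cannot be told apart with these values. Within trb123 all 3 libraries were high, and an effect of the mutations there stays open.

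In trb123 replicate 2, 119 genes were at least 1 higher (log2) than in both other libraries of that group. They include STZ, at 23.08, 61.84 and 23.55 FPKM in trb123, and ERF104, at 36.26, 87.97 and 38.1. These genes were also raised in the trb45 lines. Their median fold change was 0.8 in line 1 against WT, where random sets gave -0.11 to 0.01, and 0.49 in line 2, where random sets gave -0.06 to 0.09. Between the groups a batch difference is argued against: line 1 replicates 1 and 2 lay above WT by a median of 0.89 inside batch A, with 99 of the 119 genes higher. Each trb45 library was above WT, by medians of 0.4 to 1.02, while trb123 replicates 1 and 3 were above it by 0.24 and 0.16 and replicate 2 by 1.5. Harvest or handling that differed between plates and an effect of the trb45 mutations cannot be told apart, because each line may have been grown and harvested as a set. The rises of STZ and OXS3 in trb45 should be read with that in mind. Both genes were also higher in every trb123 library than in any WT library, so their rise was not limited to trb45. STZ was at 0.98, 1.83 and 1.43 FPKM in WT. OXS3 was at 5.07, 3.38 and 6.09 FPKM in WT and at 12.08, 34 and 11.76 in trb123.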
